A study of Mus musculus with 36 samples.

How the data were processed

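PolyA RNA of mouse hippocampus was sequenced from whole-tissue input and from TRAP pulldowns. The authors deposited 1 table of estimated counts per gene with 36172 gene entries and a column for each of the 36 libraries, marked raw per the file headers. The values are estimated counts because 77.4% of the nonzero values were not whole numbers. Aligner, counting tool, strand handling and genome build are not stated per the file headers and the labels' protocols. Fractional counts show that reads were divided between features, so values of overlapping genes, paralogs and pseudogenes are uncertain. Of the gene identifiers, 32891 were found in the RefSeq table of GRCm38.p6, 100% of them on the same chromosome and 91.2% with a start within 1 kb. Coordinates are those of the deposited table.

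Samples were grouped by age, induction age and fraction from the labels, and sex was taken from the labels. TRAP and input libraries of an animal were matched by the animal number in the labels. In all 7 pairs the deviations of an animal's libraries from their group means were correlated across genes, from 0.308 to 0.469, against a median of -0.086 between different animals. Designs, tests, gene lists and the rule for named genes were chosen before the data were examined.

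Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. TRAP against input was fitted on the 14 libraries of the old late-induced group with sex as covariate. The age, induction and sex contrasts came from 1 fit of all 29 inputs with group and sex. The interaction of age and sex was fitted on the 22 early-induced inputs. Standard errors were derived from the quasi-likelihood F statistic. Named genes were the 5 largest increases and 5 largest decreases per contrast among calls with an average log2 CPM over 1, members of the fixed lists, and Cx3cr1. Others are said to be chosen after their values were seen. Results of 1 gene are not reported here.

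Fixed lists held 198 genes, of which 197 were matched, 4 of them by identifier. The lists were microglia, border macrophages, astrocytes, oligodendrocytes, oligodendrocyte precursors, neurons, endothelial cells, mural cells, choroid plexus, blood, immediate early genes, interferon response, MHC class I, disease-associated microglia, striatum, thalamus and Y-linked genes, the last used only for the sex check. The other 16 lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01. Over 96 list tests, 48 had an adjusted p under 0.05, 33 of which held under fry and 0 with an estimated correlation. List enrichment per animal used log2 CPM with a prior count of 2 and an exact sign-flip test. List scores of inputs were compared by two-sided permutation tests in scipy 1.17.1, exact where a group had fewer than 10 libraries and otherwise with 100000 resamples.

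Alternatives included other scalings, filters and tools (DESeq2 1.42.0, limma voom), other covariates and groups, females only, and each library left out in turn. Intervals from counts cover counting error only, since reads carry no molecular identifiers. Fold changes against a group at or under 3 counts in every library are given as lower bounds. The tests were tested on simulated data drawn from the real means and dispersions, with 200 changed genes in each input design and 196 in the TRAP design after its filter. At 2-fold, 92.9% of the changed genes were recovered in the TRAP design on 14361 genes, 98% in the old early against young design and 97% in the old late against old early design on 14777 genes each, and 81% in the interaction on 14842 genes. At a log2 change of 0.5, recovery was 67%, 84%, 78% and 48% in the same order. False calls were 3.2% to 6% of all calls. In the real TRAP contrast 59.2% of genes were called, far more than were changed in its simulation. The simulation therefore does not test scaling error when most genes change. In the list test a microglia list shifted by simulation had a camera p of 4.14e-30, and 1 of 15 unshifted lists had an unadjusted p under 0.05. Simulated genes were drawn independently, so this does not test false calls in lists of correlated genes. In the real data the estimated correlation of the microglia list was 0.366 in old late against old early.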

Results

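Gene expression was measured in the hippocampus of Cx3cr1-cre NuTRAP mice. In this model a tamoxifen-inducible cre recombinase under the promoter of Cx3cr1, a gene of microglia and related macrophages, switches on a fluorescent tag on ribosomes. Ribosome-bound RNA of the tagged cells can then be pulled down with an antibody, a method called translating ribosome affinity purification (TRAP). The study asked whether the age at which cre was induced affects the specificity of the pulldown and the detection of age-related changes. The 36 libraries comprised 29 inputs, which are whole-tissue RNA set aside before the pulldown, and 7 TRAP libraries. The inputs came from 10 young early-induced animals (5 females, 5 males), 12 old early-induced animals (7 females, 5 males) and 7 old late-induced animals (5 females, 2 males). The labels give ages of 6 and 22 months. The 7 TRAP libraries came from the same 7 old late-induced animals as the inputs of that group. TRAP libraries of early-induced animals were not analysed here.

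Library totals ranged from 12.9 to 20.4 M estimated counts. They averaged 15.99 ± 1.37 M in the young inputs (SD, n = 10), 15.7 ± 1.65 M in the old early-induced inputs (SD, n = 12), 16.5 ± 0.57 M in the old late-induced inputs (SD, n = 7) and 16.1 ± 2.78 M in TRAP (SD, n = 7). Between 16682 and 17212 genes were detected per library, and the 10 most abundant genes held 2.72% to 4.55% of the counts. Sex labels were checked with Xist and genes of the Y chromosome. Xist had 1 to 15 counts in the 14 libraries labelled male and 880 to 5646 counts in the 22 labelled female. Ddx3y had 577 to 917 counts in the male and 0 to 4 in the female libraries. No pair of libraries within a group agreed within sampling noise, with chi-square values per degree of freedom from 3.66 to 47.4.

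The first comparison asked what the pulldown enriched in late-induced animals. Of 14598 genes tested, 8636 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 4439 higher and 4197 lower in TRAP. An absolute log2 fold change of at least 1 was reached by 1917 of them, 1506 higher and 411 lower. Apart from that threshold, the setting that shifted the split most was upper quartile scaling. It moved the median log2 fold change of all genes from -0.02 to -0.17 and the share of higher calls from 51.4% to 34%, while scaling by library size alone gave a median of -0.13 and 38.3%. Directions of small changes are therefore relative to the scaling. Cx3cr1 (identifier 13051, chromosome 9, 120048683 to 120068296 in the coordinates of the deposited table, which names no genome build) averaged 39.3 ± 5.06 CPM (counts scaled by effective library size) in input and 674 ± 129 CPM in TRAP (SD, n = 7 each). Its log2 fold change was 4.09 ± 0.12 (SE) with an edgeR adjusted p of 1.66e-14.

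By the rule for named genes, the 5 largest increases were Cgn (log2 fold change 5.22), Angptl7 (5.15), Wfdc17 (5.12), Gm6904 (4.98) and Ccl12 (4.90). The 5 largest decreases were 2810433D01Rik (-3.03), 1110059M19Rik (-2.73), Alas2 (-2.63), Oca2 (-2.50) and Cox8b (-2.33). All 25 genes of the microglia list were higher in TRAP, with log2 fold changes from 2.93 to 4.68 and a median of 4.28, and all 25 were called both over all genes tested and when adjusted over the list alone. Csf1r averaged 118.7 ± 14.6 CPM in input and 2375 ± 394 CPM in TRAP, and Tmem119 averaged 41.03 ± 3.58 and 826 ± 85.1 CPM (SD, n = 7 each). Mbp, an oligodendrocyte gene, averaged 2713 ± 630 CPM in input and 1131 ± 381 CPM in TRAP. Rbfox3, a neuronal gene, averaged 400.4 ± 17.4 and 369.5 ± 50.5 CPM.

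Enrichment was also computed per animal as the mean log2 ratio of TRAP to input over each list. For the microglia list it was 4.17 ± 0.15 (SD, n = 7), an 18.1-fold ratio, positive in 7 of 7 animals with a range of 3.99 to 4.38. The exact two-sided sign-flip p was 0.0156, the smallest that 7 animals can give, and 0.0179 after adjustment over 16 lists. Border macrophage (11.9-fold), disease-associated microglia (6.22-fold), MHC class I (5.397-fold), interferon (2.62-fold) and endothelial (1.96-fold) lists were higher in 7 of 7 animals at the same exact p of 0.0156. At this exact p too, ratios below 1 were found in 7 of 7 animals for the lists of neurons (0.83), immediate early genes (0.90), striatum (0.72), astrocytes (0.672), oligodendrocytes (0.401), oligodendrocyte precursors (0.394), choroid plexus (0.335) and blood (0.169). The mural list was lower in 6 of 7 animals (0.768, exact p 0.0312). The thalamus list was higher in 6 of 7 (1.10, exact p 0.0469) when averaged over its genes, and its log2 ratio was -0.14 when the median over its genes was taken. In camera, 11 of the 16 lists differed between TRAP and input, and all 11 also passed under fry.

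**Figure D1:**
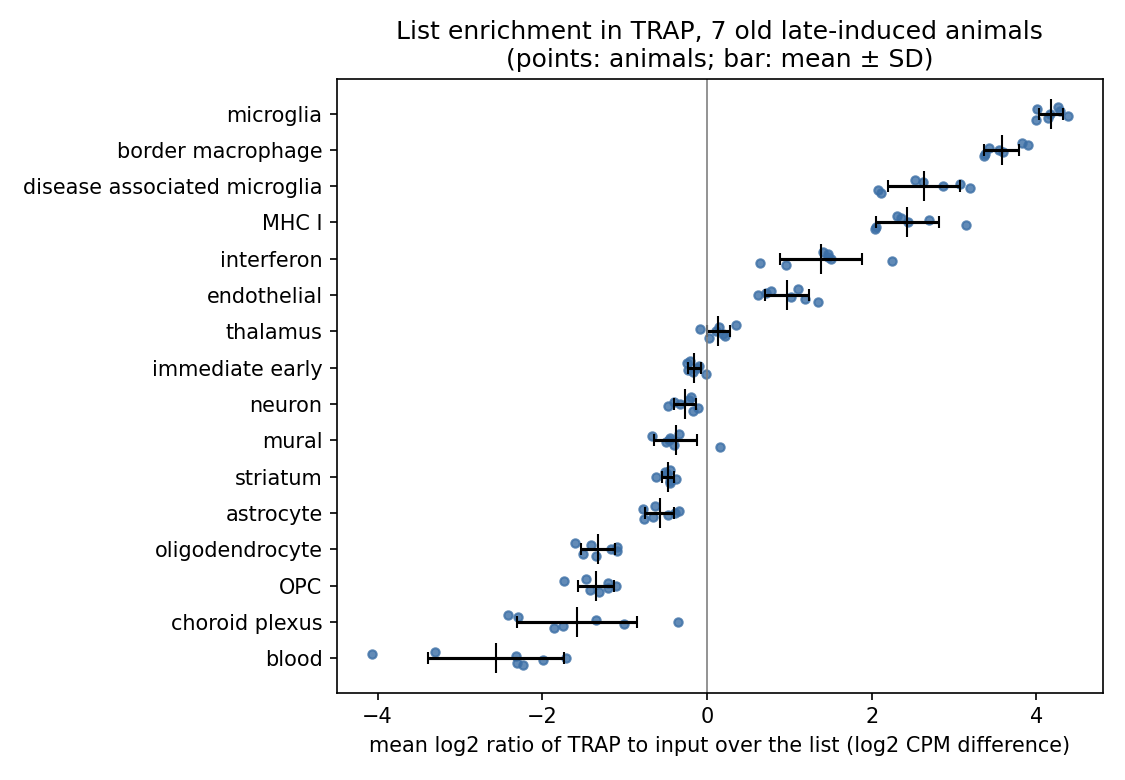
Mean log2 ratio of TRAP to input over each fixed gene list (x axis) for the 7 old late-induced animals, 1 point per animal, with bars for mean ± SD. The microglia list lies between 3.99 and 4.38 in every animal, and the neuron list between -0.48 and -0.11.

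The second comparison asked which genes differed with age at a fixed induction age. Between the old and young early-induced inputs, 3833 of 14949 genes had an edgeR adjusted p under 0.05, 1943 higher and 1890 lower in old animals. The median absolute log2 fold change of these calls was 0.23, and 113 reached an absolute log2 fold change of 1. Apart from that threshold, restricting the fit to females moved the count most, to 1186, with fewer libraries. Upper quartile scaling gave 2351 higher and 1612 lower calls, so the split depends on the scaling. Cx3cr1 averaged 25.3 ± 2.08 CPM in young (SD, n = 10) and 35.1 ± 2.08 CPM in old inputs (SD, n = 12), a log2 fold change of 0.47 ± 0.06 (SE, edgeR adjusted p 4.2e-07). The largest increases by the rule were Npcd, Prl (log2 fold change 5.21), Clec7a (3.96), Itgax (3.59) and Klk6 (2.16). Npcd had 0 counts in all 10 young inputs and was at least 2460-fold higher in the old group against a floor of 3 counts, but the gene overlaps Nptxr and its counts were 0 in 3 of 12 old libraries. Prl exceeded 10 CPM in only 4 of the 12 old females of both induction ages and lost its call under limma voom (adjusted p 0.368), as did Npcd (adjusted p 0.28). Prl also lost its call in the fit of females only (log2 fold change 5.58, edgeR adjusted p 0.0578). The largest decreases were Col6a5 (-1.77), Hif3a (-1.57), Tnfrsf25 (-1.44), Plin4 (-1.33) and Col11a1 (-1.20). C4b, chosen after its values were seen, had the smallest adjusted p (log2 fold change 2.04 ± 0.12 SE, edgeR adjusted p 3.4e-13).

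Old late-induced inputs were also compared with the same young inputs, which were early-induced, so age and induction age changed together. No young late-induced inputs were present to separate them, so the name age contrast covers both here and below. This comparison gave 5162 calls of 14949, 2543 higher and 2619 lower, with 250 at an absolute log2 fold change of 1. With upper quartile scaling 3020 were higher and 2303 lower, which reversed the direction of the larger share. Cx3cr1 averaged 40.6 ± 5.25 CPM (SD, n = 7), a log2 fold change of 0.68 ± 0.06 against young (SE, edgeR adjusted p 5.1e-09). The largest increases were Npcd (at least 1800-fold against the floor, 0 counts in 3 of 7 old libraries), Prl (5.32), Clec7a (4.57), Itgax (4.30) and Klk6 (2.95). The largest decreases were U05342 (-3.07), Col6a5 (-1.89), Hif3a (-1.61), Plin4 (-1.60) and Myo1h (-1.47). U05342 lost its call without young replicate 7 (log2 fold change -1.12, edgeR adjusted p 0.455), without young replicate 10 and without any single old late replicate. Myo1h lost it with females only (-1.44, edgeR adjusted p 0.109) and without old late replicate 2 (-1.33, edgeR adjusted p 0.0694). Without young replicates 7, 9 or 10, Myo1h lost it too (edgeR adjusted p 0.0765, 0.0742 and 0.0614). Both lost it under limma voom, and so did Npcd (adjusted p 0.288) and Prl (adjusted p 0.0523). C4b again had the smallest adjusted p (2.32 ± 0.13 SE, edgeR adjusted p 1.98e-13). Gfap averaged 443 ± 16.9 CPM in young, 808 ± 107 CPM in old early-induced and 947 ± 223 CPM in old late-induced inputs (SD, n = 10, 12 and 7).

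Across genes, which are not independent replicates, the log2 fold changes of the 2 age contrasts had a Pearson r of 0.868. Because both contrasts use the same young libraries, 20 simulations of unchanged groups gave a mean r of 0.481, with a range of 0.436 to 0.545. When the young libraries were divided at random so that each contrast had its own, 20 draws gave a mean r of 0.711 and a range of 0.521 to 0.783. The contrasts shared 3219 calls, all with the same sign. With separate young libraries they shared from 1086 to 1835 calls. A further 614 genes were called only in early-induced and 1943 only in late-induced animals, which does not show that these genes differ between induction ages.

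**Figure D2:**
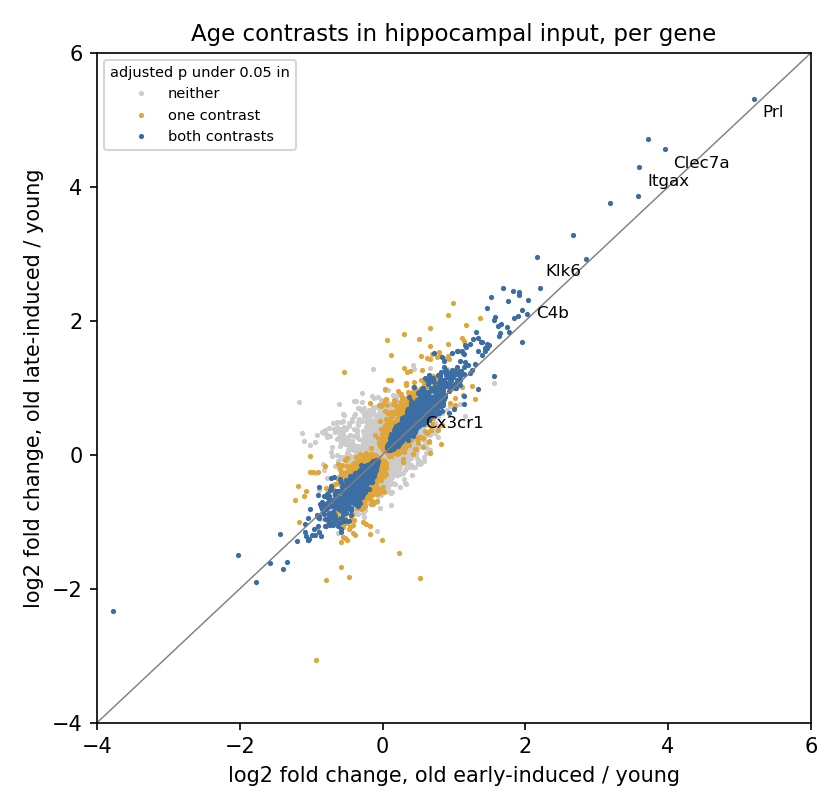
Log2 fold change of each gene between old early-induced and young inputs (x axis) and between old late-induced and young inputs (y axis), with 1 point per gene and the line of equal change. Genes called in both contrasts (3219) all lie in the lower left or upper right quadrant, and 2 genes, Npcd and Mmp12, lie outside the axes.

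List scores, the mean log2 CPM of a list per library, gave 1 value per input. The microglia score was 4.34 ± 0.08 in young (SD, n = 10), 4.83 ± 0.10 in old early-induced (SD, n = 12) and 5.01 ± 0.21 in old late-induced inputs (SD, n = 7). It was higher by 0.49 in old early-induced animals (two-sided permutation p 2e-05, the smallest that 100000 resamples can give, adjusted p 0.00019 over 48 tests) and by 0.67 in old late-induced animals (exact two-sided permutation p 0.0001, adjusted p 0.00045). The disease-associated microglia score rose by 1.05 and 1.34, the MHC class I score by 0.62 and 0.94, the interferon score by 0.75 and 0.93, the immediate early score by 0.88 and 0.97, the oligodendrocyte score by 0.44 and 0.58 and the astrocyte score by 0.14 and 0.21 in the same order, with adjusted permutation p-values from 0.00019 to 0.0051. The median edgeR log2 fold change of the disease-associated microglia list was only 0.43 and 0.72, near the 0.46 and 0.64 of the microglia list. Single genes with changes of up to 3.96 and 4.71 therefore lift the mean of the disease-associated list. With the median over the list, the MHC class I score of old early-induced animals rose by 0.36 and lost its call (adjusted permutation p 0.0616). In old late-induced animals the blood score rose by 1.36 (exact adjusted permutation p 0.00114), the mural score by 0.22 (0.00247) and the endothelial score by 0.29 (0.0247), the last of which lost its call with the median over the list (0.18, adjusted permutation p 0.112). In old early-induced animals they rose by 0.51 (adjusted permutation p 0.244), 0.20 and 0.24 (0.0642 for both). The blood mean of that group includes replicate 5 at 8.38 log2 CPM, with the next highest at 5.73 in replicate 2. The oligodendrocyte precursor score changed by -0.08 in old early-induced animals (adjusted permutation p 0.00559) and by 0.20 with the median over the list (adjusted permutation p 0.00428). The neuron score changed by -0.03 (adjusted permutation p 0.223) and -0.06 (exact adjusted permutation p 0.0096). Over all genes tested, 24 of 25 microglia genes were higher in old early-induced animals and 25 in old late-induced animals, with the same counts when adjusted over the list alone. For MHC class I, 10 and 13 of 13 genes were higher over all genes and 11 and 13 when adjusted over the list alone. In camera, 8 lists were higher in old early-induced and 9 in old late-induced animals, of which 7 and 9 passed under fry.

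**Figure D3:**
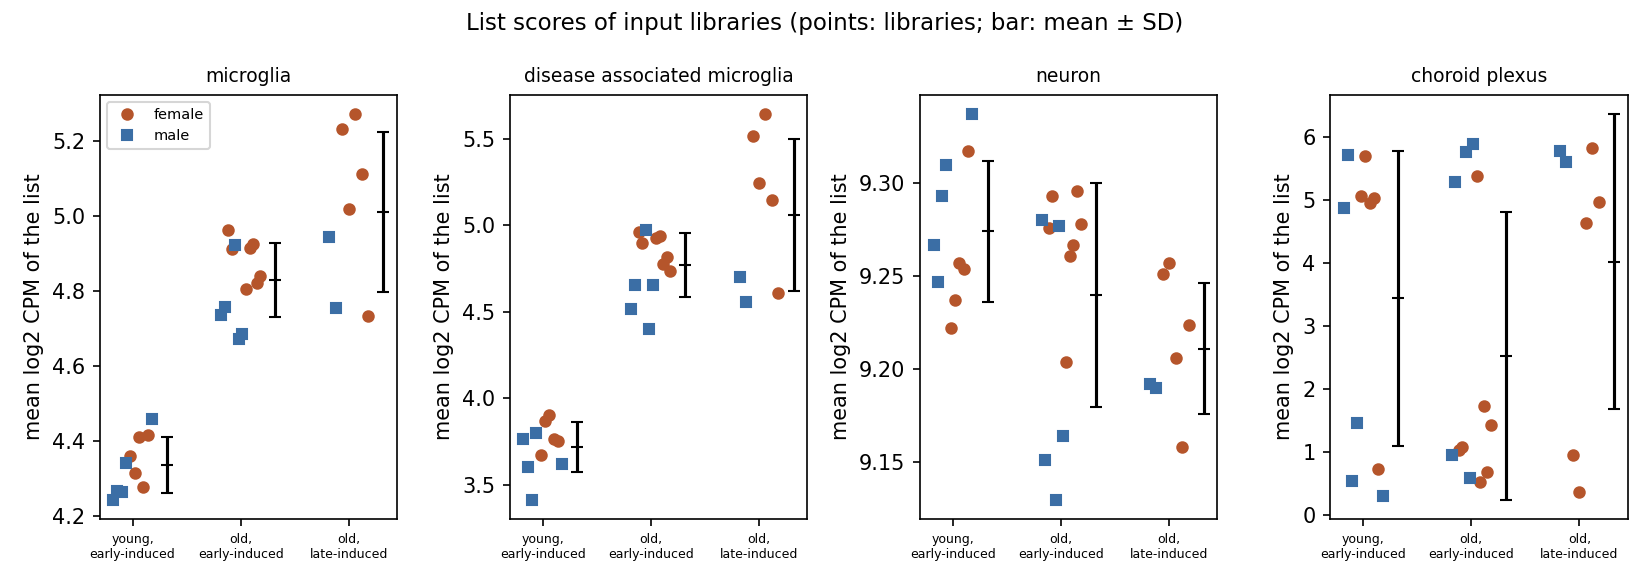
Mean log2 CPM (y axis) of 4 gene lists in each input library by group (x axis), with females as circles, males as squares and bars for mean ± SD. Microglia scores average 4.34, 4.83 and 5.01 in the 3 groups, and choroid plexus scores range from 0.30 to 5.71 in young inputs.

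Induction age in old animals was compared between the inputs of the late-induced and early-induced groups. Of 14949 genes, 5 had an edgeR adjusted p under 0.05, and 1735 had an unadjusted p under 0.05. The calls included Entpd4 (log2 fold change 0.29 ± 0.05 SE, edgeR adjusted p 0.0159), Marcks (0.26, adjusted p 0.0256), Lmna (0.22, adjusted p 0.0256) and Onecut2 (-0.50, adjusted p 0.0448). The count rested on single libraries. It was 165 without old early replicate 5, 76 without old early replicate 2, 29 without old early replicate 10 and 0 without old late replicate 2 or replicate 3. When only these groups entered the fit it was 0. Cx3cr1 differed by 0.21 ± 0.06 (SE, edgeR adjusted p 0.186). No gene of the microglia list was called over all genes tested, and 15 of 25 were called higher when adjusted over the list alone. The microglia score was higher by 0.18 in late-induced animals (exact two-sided permutation p 0.0276, adjusted p 0.0642). Camera gave an adjusted p of 1.83e-11 for this list and fry 0.00951. With an estimated correlation of 0.366 instead of the preset 0.01, the camera adjusted p was 0.205. Of 7 lists that camera called higher in late-induced animals, 4 passed under fry.

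Entpd4 (identifier 67464, chromosome 14, 69337151 to 69366742) was examined per library, with CPM scaled over all 36 libraries. It ranged from 144 to 156 CPM in the young inputs, from 114 to 136 CPM in the old early-induced inputs and from 119.2 to 167 CPM in the old late-induced inputs. Replicates 6 and 7 of the old late-induced inputs, at 119.2 and 126.5 CPM, lay within the range of the old early-induced inputs, and the other 5 lay between 149.7 and 167 CPM. The TRAP libraries of replicates 6 and 7 had 128 and 131 CPM, against 158 to 174 CPM in the others. Nptxr averaged 1399 ± 39.7 CPM in young inputs (SD, n = 10), and it ranged from 575 to 1513 CPM in old early-induced inputs, where libraries with Npcd counts had the lower Nptxr values.

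**Figure D4:**
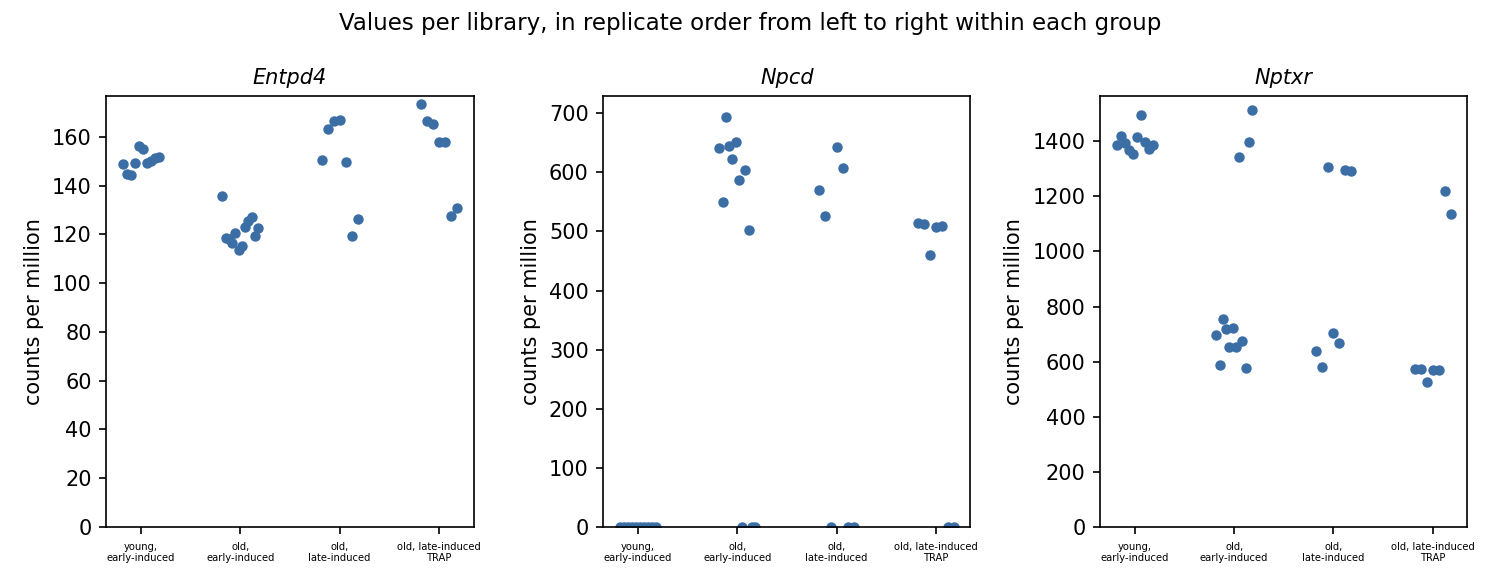
CPM (y axis, from 0) of Entpd4, Npcd and Nptxr in each library by group (x axis), with 1 point per library in replicate order. Entpd4 lies at 144 to 156 CPM in young inputs and 114 to 136 CPM in old early-induced inputs, and Npcd is 0 in all 10 young inputs.

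Sex was compared across all inputs with group as a covariate. Of 14949 genes, 26 had an edgeR adjusted p under 0.05, 7 higher and 19 lower in males. By the rule, the named increases were Kdm5d (at least 98.6-fold against the floor), Eif2s3y (at least 155-fold against the floor), Ddx3y (log2 fold change 9.47), Uty (6.66) and 1500012F01Rik (0.40), and the named decreases were Xist (-9.01), Prl (-5.65), Itgax (-1.38), C3ar1 (-0.69) and Gpnmb (-0.64). In early-induced groups only, 1500012F01Rik (edgeR adjusted p 0.0645), Itgax (0.378), C3ar1 (0.392) and Gpnmb (0.0945) lost their calls. Without old late replicate 2, Prl (edgeR adjusted p 0.127), Itgax (0.155) and C3ar1 (0.106) lost theirs. Prl and Itgax lost theirs without several other single libraries too. Cx3cr1 differed by -0.01 ± 0.05 (SE, edgeR adjusted p 0.953). Of the 7 lists that camera called between sexes, 2 passed under fry. These were the microglia list, lower in males (camera adjusted p 6.72e-08, fry 0.0447), and the endothelial list, higher in males (5.27e-06 and 0.0267). With estimated correlations the camera adjusted p-values were 0.256 and 0.205. Of the 25 microglia genes, 24 had a negative log2 fold change. When adjusted over the list alone 7 were called lower, and over all genes tested 0 were. The interaction of age and sex, tested in the 22 early-induced inputs, gave 0 calls among 14956 genes, with 2306 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.223. In simulated data this design recovered 48% of genes changed by 0.5 log2. Leaving out old early replicate 6 gave 455 calls. Reassigning sex within each age in all 22 libraries gave up to 774 calls (median 0), so such a count can arise without the real sex labels.

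Library position in the sample sheet was confounded with group, since indexes 1 to 23 were old early-induced, 25 to 38 old late-induced and 39 to 57 young. Sample sheet position and group cannot be told apart in the input comparisons. The TRAP and input libraries of each old late-induced animal carried adjacent indexes.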

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

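The tests in this part on the libraries far from the others and on the interaction were chosen after those results were seen, and before the values they measure were. Of 130 values tested in groups of 7 or 10 libraries, 10 had 1 library far from the others by Dixon's ratio, where chance gives about 6.5. The 12 old early-induced inputs were not tested in this way, since the ratio was applied to groups of at most 10 libraries. The design gives no biological explanation for single libraries, and the only one tested was more oligodendrocyte RNA for Klk6 in young replicate 6.

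Young replicate 6 had the highest thalamus score (4.74 log2 CPM, next 4.10), the highest striatum score (3.896, next 3.39) and the highest Klk6 (1.46 log2 CPM, next 0.63) of the 10 young inputs. Of the 16 genes of the thalamus and striatum lists, 11 were highest in this library. This restates the scores that singled the library out, so it is no test of tissue from outside the hippocampus in the dissection, which stays open. More oligodendrocyte RNA is argued against for Klk6, since 2 of the 14 oligodendrocyte list genes were highest there.

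Young replicate 10 had the fewest genes detected, 16682 against 16906 in the next library. After all young libraries were thinned to the lowest depth, 12.9 M counts, the gap over the range was 0.492, still above the critical value, so depth is argued against as the whole cause. What lowered the number stays open.

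Old late replicate 7 had the lowest blood score of its group (5.22 log2 CPM, next 6.19) and the lowest Alas2, a member of that list (2.68, next 3.86). All 4 blood list genes were lowest in this library. Old late replicate 1 had the highest mural ratio of TRAP to input (0.16, next -0.34), and 5 of the 8 mural genes had their highest ratio in this animal. Both counts restate the list values that singled the libraries out, so less blood left in the tissue and more mural RNA in the pulldown stay untested.

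Single-gene values far from the others were Col6a5 in old late replicate 1 (1.01 log2 CPM, next 0.01), Myo1h in old late replicate 2 (-0.18, next 1.06) and Lmna in old late replicate 6 (5.59, next 5.71). No cause was tested for these.

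The effect of age differed between sexes for 6 lists in camera. Adjusted p-values were 0.0263 for oligodendrocytes (median log2 interaction -0.16), 0.000963 for neurons (-0.12), 6e-05 for choroid plexus (3.76), 0.000871 for immediate early genes (-0.37), 0.000161 for interferon (1.04) and 0.0366 for MHC class I (0.27). None passed under fry, with the smallest adjusted p 0.0573. When sex was reassigned within each age in all 199584 ways, exact permutation p-values of the list scores were 0.226, 0.0141, 0.0676, 0.0687, 0.0103 and 0.207 in the same order. Among the lists that camera did not call, striatum had 0.0304 and mural 0.0343. After adjustment over 16 lists the smallest was 0.113, for neurons and interferon, so chance assignment of animals could give all 6, and a sex difference in ageing stays open. Choroid plexus content was itself uneven over age and sex, with an interaction of 3.71 log2 in its score. With this score as a covariate, genes at an unadjusted interaction p under 0.05 in edgeR fell from 2306 to 1072. The lists were not tested with this covariate, so uneven choroid plexus content stays open too.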

How the results depend on the processing

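Most values kept their direction and their side of the threshold: 2736 of 3058 values computed under alternatives did so or moved by less than the stated limits. Per-animal enrichment of the microglia list stayed between 4.07 and 4.24 under the other prior count, scaling by library size and the median over the list, and between 4.14 and 4.21 when 1 animal was left out. The difference of the microglia score between old early-induced and young inputs was 0.27 and that between old late-induced and young inputs 0.43 with the median over the list, both still past the threshold. Where a value changed, the cause was not tested unless stated.

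Requiring an absolute log2 fold change of at least 1 lowered the counts by construction: 1917 for TRAP against input, 113 for old early against young, 250 for old late against young, 0 for old late against old early and 10 for sex. Fewer samples entered the fit of females only, which gave 1186, 2803 and 184 calls for the 3 contrasts of input groups; the last is more than the 5 calls of both sexes. DESeq2 gave 54 calls for old late against old early, 63 for sex and 21 for the interaction. With only the 2 groups compared in the fit, old late against old early gave 0 calls, with 1627 at an unadjusted p under 0.05. Sex gave 15 calls without the group covariate and 12 in early-induced groups only.

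Across fits that each left out 1 animal or library, counts ranged from 7781 to 8370 for TRAP against input, from 3292 to 4009 for old early against young, from 4354 to 5311 for old late against young, from 0 to 165 for old late against old early, from 18 to 32 for sex and from 0 to 455 for the interaction. The highest of these came without old early replicate 5 (165) and without old early replicate 6 (455). With the replicate block for TRAP against input, which pairs the libraries of an animal, the count was 9330, of which 8595 were shared with the 8636. With the block, camera also called the choroid plexus (adjusted p 2.61e-07) and striatum (adjusted p 0.0385) lists in TRAP.

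Upper quartile scaling gave 3281 higher and 6370 lower calls for TRAP against input, and library size alone 3564 and 5749, against 4439 and 4197. For the lists, an estimated correlation left 0 of the 48 camera calls and fry gave 38 in all. The microglia score of old late against old early passed the threshold with the median over the list (0.16, exact permutation adjusted p 0.0313). The r of the age contrasts was 0.711 with separate young libraries, where fewer libraries entered each contrast.

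Signs reversed for these values. Cx3cr1 in the sex contrast was 0.005 in early-induced groups only, 0.005 without young replicate 6 and 0.024 without old late replicate 2, in a range from -0.037 to 0.024 across fits that each left out 1 library. Its interaction ranged from -0.039 to 0.047 across such fits and reversed in 8 of them (-0.039, -0.022, -0.019, -0.017, -0.011, -0.005, -0.002 and -0.001). With the median over the list, the thalamus list reversed to -0.135 in TRAP enrichment and to -0.003, -0.015 and -0.012 in the input scores. The oligodendrocyte precursor score reversed to 0.204 and 0.273 in the old early and old late contrasts with young, past the threshold in both (adjusted permutation p 0.00428 and 0.00099). The first of these had been past the threshold in the opposite direction with the mean (-0.08, adjusted permutation p 0.00559), and the second had not (-0.01). Under fry the thalamus list in TRAP (adjusted p 0.869), the oligodendrocyte precursor list (0.869) and the striatum list (0.967) in old late against young changed direction. Besides these reversals and the changed counts, scores and correlations given above, 196 other values became weaker, 9 stronger and 67 moved.

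Added after seeing the data were the choroid plexus score as a covariate, which gave 4640, 5283, 7, 24 and 0 calls in the order old early against young, old late against young, old late against old early, sex and interaction (with 1072 genes at an unadjusted p under 0.05 in the last), and genes that overlap no other gene, which gave 3244, 4348 and 5 for the first 3. The planned limma fit on normalized columns was not run, since the 36 library columns analysed here are all estimated counts. Depth limits genes near the floor, such as Clec7a with 0 to 8 counts in young inputs, which limits the precision of their fold changes.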

Other observations

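Except for the test of transcript length and GC content and the counts of other splits for old late against young, old late against old early, sex and the interaction, the tests in this part were chosen after the results they bear on were seen.

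Other splits of the same libraries were fitted for each contrast. For TRAP against input, 1 of 100 splits gave as many calls, the real one (largest other count 5911), and so did 1 of the 64 splits that part every pair of libraries of an animal (largest other count 5270). For old early against young, old late against young and sex, 1 of 100 splits gave as many calls in each case, the real one. For old late against old early, 5 of 100 splits, counting the real one, gave at least 5 calls. The 5 calls of the main fit therefore cannot be set apart from chance. Splits were not run for the fit of females only (184 calls) or for DESeq2 (54 calls), so those counts were not tested in this way. For the interaction a count of splits tests nothing, since all 100 splits must give at least its 0 calls. The largest count of another split was 774.

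Npcd (chromosome 15, 79786351 to 79834333) spans Nptxr in the table. Npcd had 0 counts in all young inputs and in 6 of the 19 old inputs, which argues against age alone, and 503 to 694 CPM in the rest. Over the 29 inputs Nptxr had a coefficient of variation of 34.8%, while the sum of both genes had 7.81%. This is consistent with reads shared between the overlapping genes being assigned to one or to both. Old late replicate 3 had 0 Npcd counts in input and 461 CPM in TRAP. Why young libraries never show the divided state stays open.

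Ide (chromosome 19, 37268741 to 37330613) varied from 31.5 to 65.4 CPM among young and from 52.3 to 83.5 CPM among old early-induced inputs, and was called higher in both age contrasts (log2 fold change 0.51 and 0.62, edgeR adjusted p 0.00127 and 0.000541). Among 14948 genes ranked by the correlation across inputs of their deviations from group means with those of Ide, 3 of the first 10 were neighbours within 1 Mb (4931408D14Rik, Btaf1 and Fgfbp3, ranks 1, 2 and 5), where the window holds 19 tested genes. The hypergeometric probability across genes, which are not independent, is 2.08e-07. Cpeb3, which lies between Btaf1 and Ide, ranked at 931. A copy number variant of part of the region in the colony may explain this variation within groups. The neighbours that varied with Ide did not all share its change with age, which argues against the variant as the whole cause of the age calls. Btaf1 averaged 45.4 ± 8.34 CPM in young, 47.5 ± 7.35 CPM in old early-induced and 46.4 ± 3.47 CPM in old late-induced inputs (SD, n = 10, 12 and 7), while Ide averaged 47.5 ± 12.4, 66.5 ± 12 and 70.8 ± 9.96 CPM. Btaf1 was called in neither age contrast (edgeR adjusted p 0.547 and 0.754), while Fgfbp3 (0.00168 and 0.000103) and 4931408D14Rik (0.00459 and 0.00136) were called higher in both. Shared regulation of the neighbours and an effect of age on Ide stay open.

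Choroid plexus transcripts varied widely within every input group. Ttr ranged from 25 to 2740 CPM in young, from 22.4 to 3760 CPM in old early-induced and from 27.1 to 3110 CPM in old late-induced inputs. Of the 11 other list genes, 10 were among the 50 genes ranked first by correlation with Ttr, and all ranked within the first 53. Choroid plexus tissue carried into some dissections may account for this. With the score as a covariate, old early against young gave 4640 calls instead of 3833.

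Neuronal RNA was kept in TRAP to a larger share than oligodendrocyte RNA. The log2 ratio of the neuron list exceeded that of the oligodendrocyte list by 1.05 ± 0.33 (SD, n = 7), from 0.61 to 1.42. A single share of input RNA carried over for every cell type is argued against by this difference (exact two-sided sign-flip p 0.0156). Transcript length and GC content explained 0.716% of the variance of the log2 fold changes, and the difference of list medians was 1.08 before and 1.11 after their trends were removed, which argues against them. Carry-over that depends on the cell type, or tagged ribosomes in other cells, stays untested.

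Prl exceeded 10 CPM in 4 of 12 old female inputs, with a maximum of 29.4 CPM, and reached at most 0.295 CPM in the other 17 inputs. Of 9 pituitary genes listed after this was seen, Gh had 0 counts over all 36 libraries. The input with the most Prl, old early replicate 9, also had the most Pomc (10.6 CPM, next 4.46 CPM) and the most Cga (0.506 CPM). Old late replicate 6, with 12.1 CPM of Prl, had the next Cga (0.416 CPM in input and 0.831 CPM in TRAP). The other inputs with over 10 CPM of Prl did not stand out in this way: old late replicate 5 (19 CPM of Prl) had 0.114 CPM of Cga and 2.06 CPM of Pomc, and old early replicate 8 (11.7 CPM of Prl) had 0.106 and 1.17 CPM. Cga lies near the floor, with 53 counts over all 36 libraries and at most 8 in an input and 14 in a TRAP library. Differences in Cga between libraries are therefore uncertain. Whole pituitary tissue in the dissection stays open, since a gene at 0 in every library cannot show whether the table counts it. Expression in the tissue of old females stays open too.

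Among the 12 old early-induced inputs, replicate 5 had the highest blood score (8.38 log2 CPM, next 5.73 in replicate 2), and replicates 2 and 10 had the highest thalamus scores (5.47 and 4.79, next 4.26). The same 3 libraries moved the count of old late against old early most when left out, to 165 without replicate 5, 76 without replicate 2 and 29 without replicate 10. No cause was tested for these values.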
